A study of Mus musculus with 2 samples. Its data were reported in "Cancer Growth and Invasion Are Increased in the Tight Skin (TSK) Mouse" (2025).

How the data were processed

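Single-cell RNA sequencing was performed on subcutaneous EO771 tumors grown in WT and TSK mice. EO771 is a breast cancer cell line of C57BL/6 origin, so it is syngeneic with these hosts. The TSK mouse carries a partial duplication within Fbn1, the gene for the microfibril protein fibrillin-1. Per the labels, tumors of each genotype were pooled, dissociated with enzymes, depleted of erythrocytes and dead cells, and loaded without selection for a cell type. The labels also give the cell type of both samples as epithelial, which differs from an unselected suspension, and the cell types behind the barcodes were not analysed here. Each genotype is therefore 1 library of female mice aged 6 to 8 weeks, and the number of mice behind a library was not used here. The labels name a 10x Genomics Next GEM kit of version 3, which captures the 3′ end of polyadenylated transcripts and marks each molecule with a unique molecular identifier (UMI). The submitters' processing notes name Cell Ranger 9.0.1 and the build mm10, which is GRCm38. The release of the gene annotation is not given in the sources used here.

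For each library, the deposited list of the cell barcodes that passed cell calling and the deposited table of the genes that were counted were used here. These 4 files hold text and no measured values. The UMI counts per gene and cell were not analysed here. For this reason the shares of cell types, the neutrophil-to-lymphocyte ratio and the expression of genes in TSK against WT tumors, which were planned before the data were examined, were not computed. The study's limits on genes, UMIs and mitochondrial counts per cell could not be applied to the barcodes, and doublets were not assessed.

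Barcodes were counted per library with exact Poisson intervals at 95%, which cover counting error only. The number of barcodes present in both libraries was set against the number that independent draws from one barcode list would share. The test was planned against the list of the kit, with no size fixed. The size used was read from the barcodes themselves, a choice made after the chance numbers under this size and under that of the kit generation named in the labels had been seen. The first 8 and last 8 bases were treated as 2 parts, and the numbers of distinct parts were multiplied within each of the 4 bases at position 8, counting from the 5′ end. Unseen parts were estimated with the Chao1 formula. A binomial test, one-sided for an excess, was used for the shared barcodes. It describes these 2 libraries and makes no comparison between genotypes. The test was checked on simulated data. With no barcodes carried over it called an excess in 5.50% of 200 simulations at a threshold of 0.05. With 1% carried over it called an excess in 100% of them. The simulated barcodes came from a list of the size that the test assumed. The check therefore does not cover an error in the list size.

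Gene IDs were matched to GENCODE M21, an annotation of GRCm38, after removal of version numbers, and coordinates are given on that build. The gene order of the deposited tables was compared with the order of gene starts in M21, and a backward step was counted where a gene started before the gene listed just ahead of it on the same chromosome. The genes to be named were fixed before the data were examined. They comprise genes the study discussed (Fbn1, Pf4, Retnla, Acta2, Tagln, Actg2, Col8a1, Lrrc15, Ccn3, Mfap5 and Ildr2) and 18 lists of markers for the cell types and states a tumor suspension could hold. Without UMI counts they were only looked up in the gene tables. Computations were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Alternatives tried were other list sizes, unevenly used barcode parts, barcodes 1 base apart counted as shared, and matching of genes by symbol.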

Results

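To compare the cell populations of breast tumors grown in WT and TSK hosts, 1 library of pooled EO771 tumors was sequenced per genotype. The WT library held 21353 cell barcodes (95% Poisson interval 21068 to 21641). The TSK library held 18262 cell barcodes (17998 to 18529). Of all 39615 barcodes, 53.9% came from WT tumors and 46.1% from TSK tumors. With 1 library per genotype there was no replicate error against which to set this difference, and the number of barcodes depends on how many cells were loaded as well as on the tissue. The depth of each library in UMIs was not analysed here. No statement on cell types or gene expression in WT or TSK tumors is made, since the barcodes and the gene tables carry no expression values.

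The genes that the design is about were all present in the gene tables. Both libraries were counted on the same 33696 genes, and all 33696 rows were identical between them. Fbn1 (ENSMUSG00000027204), the gene altered in TSK mice, was listed once. In GENCODE M21 it lies on the minus strand of chromosome 2 from 125300594 to 125507993 (GRCm38), a span of 207400 bp. A 3′ assay reads the end of its transcript. The macrophage genes that were followed in TSK tumors of the study were also listed once each. Pf4 (ENSMUSG00000029373), which encodes the chemokine platelet factor 4, lies on chromosome 5 from 90772435 to 90773383. Retnla (ENSMUSG00000061100), which encodes a secreted resistin-like protein, lies on chromosome 16 from 48842551 to 48844461. The myofibroblast genes Acta2 and Tagln, which encode contractile proteins, and Lrrc15, which marks a subset of cancer-associated fibroblasts, were listed as well. So were the skin fibroblast genes Ccn3, Mfap5 and Ildr2. In total, all 11 of these named genes had 1 row each. The gene tables list the annotation whatever the tumors express, so these rows carry no information on expression.

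The marker lists covered epithelial cancer cells, fibroblasts, pericytes, endothelial cells, myeloid and lymphoid cells, erythrocytes and cells of neighboring muscle, skin and fat. All 70 distinct markers of the 18 lists had 1 row each in the gene tables. Since these list nearly all protein-coding genes, that outcome was likely from the outset and does not show which cell types were present. For neutrophils these were S100a8, S100a9, Csf3r, Cxcr2 and Retnlg, and for T cells Cd3e, Cd3d, Cd3g, Cd4 and Cd8a. The 13 mitochondrial genes that a filter on mitochondrial UMIs needs were present. The tables also held 697 entries of the immunoglobulin and T cell receptor biotypes of M21, a count that did not exclude pseudogenes or constant genes. By their M21 biotype, 21409 of the listed genes were protein-coding, which is 97.2% of the 22028 protein-coding genes of M21, and 9803 were long non-coding genes. A total of 26 symbols were shared by more than one gene ID, so 33670 distinct symbols stood for the 33696 genes.

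The gene tables were next compared with the build named in the labels. Of the 33696 IDs, 32012 were found in GENCODE M21. The other 1684 IDs all had numbers above the highest ID number of M21. Of the matched IDs, 2635 carried another symbol than in M21. Along most chromosomes the deposited order followed the gene starts on GRCm38, with 32 backward steps on all sequences other than chromosome 14. Chromosome 14 alone had 136 backward steps, 81.0% of the 168 found, although it held 4.54% of the matched genes. The first 152 genes listed for chromosome 14 ran almost wholly in reverse, with 135 backward steps among their 151 neighboring pairs, and started between 3.03 and 19.3 Mb on GRCm38. The 1301 genes listed after them started at 19.5 Mb or beyond and had 1 backward step.

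**Figure D1:**
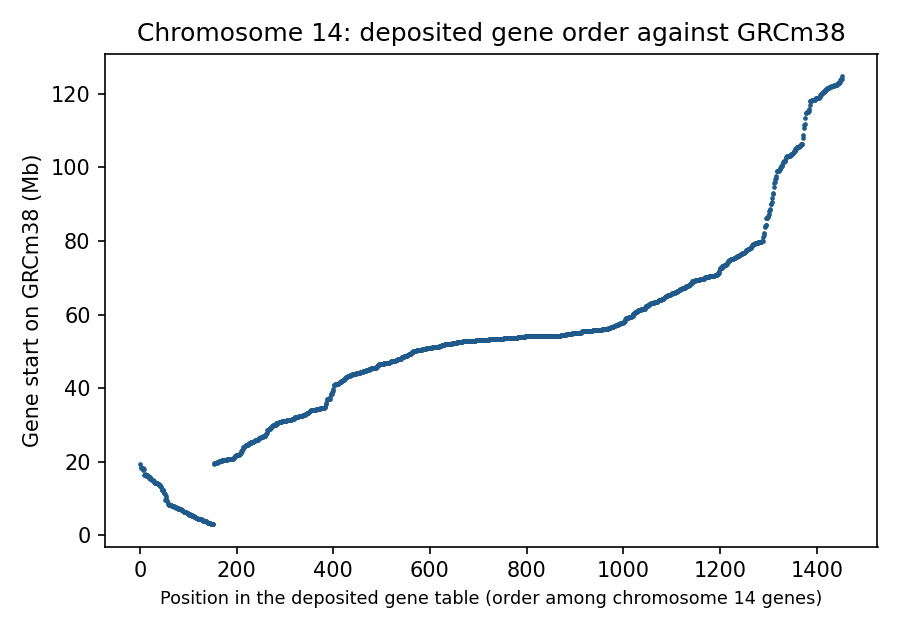
Start of each of the 1453 matched chromosome 14 genes on GRCm38 (vertical axis, Mb) against its order in the deposited gene table (horizontal axis), 1 point per gene. The first 152 genes fall from 19.3 to 3.03 Mb, and the 1301 genes after them rise from 19.5 Mb.

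The sharing of barcodes between the 2 libraries was then examined. A total of 98 barcodes occurred in both libraries, which is 0.459% of the WT and 0.537% of the TSK barcodes. Independent draws from the barcode list would share 105.8. The ratio of observed to chance sharing was 0.926 (95% Poisson interval 0.752 to 1.13), and no excess was found (one-sided binomial test, p = 0.789). The upper limit of the interval left room for an excess of 13.6 barcodes, or 0.0746% of the TSK library. The direction of this ratio, whether an excess was called and this limit depended on the list size. With 6800000 barcodes, the approximate size generally known for the kit generation named in the labels, the ratio was 1.71 (1.39 to 2.08, p = 6.34e-07 by the same exact binomial test), and the limit was 0.340% of the TSK library. The highest limit over the list sizes tried was 0.497%, with 2 times that list. The parts seen in the barcodes could form only 3685440 barcodes, and the estimate of unseen parts added none. Larger lists would need parts that were not seen, so the excess called with 6800000 barcodes may come from the list size alone.

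The list size was read from the barcodes. The 39517 distinct barcodes of 16 bases were built from 3840 distinct first parts and 3839 distinct last parts of 8 bases each. Every base at position 8 was followed by 1 particular base at position 9. Each part was seen in at least 2 barcodes, with a mean of 10.3 barcodes per first part. The parts observed could form 3685440 barcodes. No pair of barcodes within or between the libraries differed by a single base (0 pairs in WT, 0 in TSK and 0 between them). With the TSK barcodes written backwards the count was 1, too few to set apart from 0.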

Values the study reported

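For EO771 tumors, the study reported harvest after 18 days. Cells were dropped by the study below 200 or above 10,000 genes, below 500 or above 10,000 UMIs, and above 10% mitochondrial UMIs. For the breast tumors, the study gave no significant difference between genotypes in cell subsets. On the neutrophil-to-lymphocyte ratio, its discussion placed TSK above WT for melanoma, breast and ovarian tumors alike. It named the ovarian tumors as the most significant case. The study's results text described this ratio for the ovarian tumors only.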

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

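The test of shared barcodes was planned, with 0.5 and 2 times an unstated list size. The list read from the barcodes, the list of 6800000 barcodes with its own 0.5 and 2 times, and the unevenly used barcode parts were chosen after seeing the data. The ratio of observed to chance sharing of barcodes was 0.926. It turned above 1 with 2 times the list size (1.85, p = 1.79e-08) and with a list of 6800000 barcodes (1.71, p = 6.34e-07), by a one-sided binomial test. These settings lower the chance number and leave the 98 shared barcodes as they are. Both lists are larger than the 3685440 barcodes that the parts seen could form. An excess called with them cannot be told apart from a list size set too large. With 2 times the list of 6800000 barcodes the ratio was 3.42, and with 0.5 times that list it was 0.854. The ratio was 0.931 with unevenly used parts. A list of 0.5 times the size read from the barcodes (0.463) lowers the ratio by construction, and counting barcodes 1 base apart as shared (0.926) added none, so neither bears on its stability. The gene tables matched at 33696 genes by ID and at 33670 by symbol. All rows were identical, so any matching key gives full agreement. The lower number is the count of distinct symbols, and this setting does not bear on stability either. The alternatives planned for cell types and gene expression (cell filters, clustering resolution, scaling and minimum UMIs) were not run, because UMI counts were not analysed here. No paired analysis was possible because each genotype is 1 library.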

Other observations

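The count of shared barcodes was planned, but its list size, its limit of 1% and the tests of the barcode list and the gene order were chosen after the results were seen, and no biological explanation was tested, since none of these patterns involves expression.

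The barcodes and the kit named in the labels did not match in list size. The parts seen could form 3685440 barcodes, of which 39517 were observed. That every such pairing belongs to the list was assumed. The Chao1 estimate of unseen parts added none, because no part was seen only once. This argues against the list of about 6800000 barcodes generally known for that kit generation. A candidate explanation is that the libraries were made with another kit version than the labels state. The kit lists themselves were not used here, so the version remains open.

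The gene tables also departed from the build in the labels. Genes placed on GRCm38 would not step backwards mainly on 1 chromosome, yet 81.0% of the backward steps lay on chromosome 14, nearly all in the leading 152 genes, whose order was reversed as a block. All 1684 IDs missing from GENCODE M21 were numbered above its highest ID. A later annotation on the same build could give this too, so the ID numbers alone do not bear on the build. A candidate explanation for the gene order is an annotation made on a later mouse build than mm10. No annotation of a later build was compared, so this remains a hypothesis, and positions from mm10 should be joined to these genes by ID only.

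Barcoded molecules carried from one library into the other would add shared barcodes beyond chance where they formed called cells. Cells that passed between the suspensions before barcoding would take new barcodes, so the shared number cannot bear on them. With the list read from the barcodes, the upper limit of the excess of shared barcodes was 0.0746% of the TSK library. It was 0.340% with a list of 6800000 barcodes and 0.497% with 2 times that list. The 98 shared barcodes were themselves 0.537% of the TSK barcodes, before any chance number was taken off. This shared number argues against carry-over of barcoded molecules that reaches 1% or more of the called TSK barcodes. The list sizes add no independent support, and the 1% was chosen after the results were seen. Carry-over below the limit of each list size, of molecules too few to form a called cell, and of cells before barcoding remains open.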
